A study of Drosophila melanogaster with 24 samples. Its data were reported in "Separation of transcriptional repressor and activator functions in Drosophila HDAC3" (2023).

How the data were processed

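RNA-seq was carried out by the authors on whole Drosophila embryos aged 2 to 4 h, in 6 genotypes with 4 biological replicates each, 24 libraries in all. The control carried the maternal driver alone (tub-GAL4/+), HDAC3 shRNA embryos came from mothers in which the driver expressed a short hairpin RNA against HDAC3, and the rescue embryos carried in addition an shRNA-resistant HDAC3 transgene, under the gene's own promoter, that encoded the wild-type (WT), Y303F, K26A or HEBI protein. Per the labels, RNA was purified from TRIzol LS lysates and libraries were made with a TruSeq Stranded Total RNA kit, and the study names an Illumina NextSeq as the sequencer. Genotypes and replicate numbers were taken from the sample labels.

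The authors mapped the reads to the dm6 assembly with STAR at default parameters and counted them per gene with featureCounts, and the deposited values are raw whole-number read counts per FlyBase gene identifier. The submitters' processing notes name DESeq2 as the tool for their own comparisons. Versions of these tools, the annotation release and the strand setting of the counting are not given in the sources used here. The table held 17559 gene identifiers, of which 17253 were paired with a symbol through the Ensembl release 115 names for BDGP6.54 and 306 were not. The unpaired identifiers took 5.23% to 6.20% of the counts of a library and were kept in library sizes and tests, where 196 of them were tested. All coordinates given are from that annotation. No read of 2225 identifiers was counted in any library. Among protein-coding genes whose exon bases all lie inside exons of a gene on the opposite strand, 62 of 64 (96.9%) were at 0 everywhere, against 277 of 286 (96.9%) for genes inside exons of a same-strand gene and 463 of 9292 (4.98%) for genes that share no exon. Reads over exons of 2 genes were therefore left out whatever the strand, so sense and antisense transcripts could not be told apart, and genes with shared exons were measured on their remaining bases only.

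Library totals ran from 9.99 M counts (rescue Y303F replicate 2) to 26.6 M (HDAC3 shRNA replicate 4), with a median of 19.6 M, so that 3 counts over the 4 libraries of a group, the limit used for genes at 0, stood for 0.0359 CPM (counts per M of scaled library counts) in HDAC3 shRNA and 0.0414 CPM in control. Limits at 3 counts cover counting error only. No 2 libraries of a genotype agreed within sampling noise: over the 36 pairs, the lowest chi-square per gene was 38.3. All columns of the table belonged to a sample.

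Counts were analysed with edgeR 4.0.16 in R 4.3.3. Library sizes were scaled by trimmed mean of M-values (TMM, factors 0.862 to 1.23), low genes were removed with filterByExpr, which left 10003 genes, and 1 quasi-likelihood model with a mean per genotype was fitted to all 24 libraries, without a block, because the study states none. All 12 contrasts were tested, each genotype against control, each rescue against HDAC3 shRNA and each mutant rescue against rescue WT. A gene was called at a Benjamini-Hochberg adjusted p of 0.05 or less and an absolute log2 fold change of at least 1, the thresholds of the study. Adjusted p-values of genes are from edgeR unless another tool is named. Fold changes are log2, first genotype over second, and values after ± are SDs over 4 libraries in TMM-scaled CPM. The procedure was tested on counts simulated with means, spread and library sizes of the data, for HDAC3 shRNA against control over 9834 genes. It recovered 7, 34, 43 and 45 of 50 genes changed 2-, 4-, 8- and 16-fold and called 8 of 9636 unchanged genes. Simulated data may lack the replicate pairing below.

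Replicate numbers are shared between genotypes, and the pairing was checked before any blocked fit was compared. Deviations from the genotype means correlated at r = 0.184 to 0.797 (median 0.615) over the 60 pairs of libraries with the same number, and 23 of the 24 libraries correlated best with their own number, so the numbers were taken to pair the samples. Between other numbers the median was 0.401 within replicates 1 and 2 or within replicates 3 and 4, and -0.51 across these 2 sides. The labels do not say what the numbers stand for.

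The measure of rescue was the share of genes called in HDAC3 shRNA against control whose fitted change against control was within 2-fold in the rescue, with exact (Clopper-Pearson) 95% intervals. A set score was the mean over these genes of log2 CPM (prior count 2) less the control mean, compared between rescues with exact 2-sided permutation tests of 4 against 4 libraries, in which the smallest possible p is 0.0286, and with Benjamini-Hochberg adjustment over 8 tests. Gene lists fixed before the data were examined were tested with limma 3.58.1 (voom, camera with a preset correlation of 0.01, Benjamini-Hochberg over the lists of a contrast), with camera at an estimated correlation and with fry beside it. They covered corepressors and deacetylases, early blastoderm, segmentation, Hox, mesoderm, neuroectoderm, dorsal ectoderm, germ plasm, maternal regulators, eggshell and yolk, testis, cuticle proteins, epidermal and tracheal differentiation, muscle structure, neuronal differentiation, gut proteases, hemocytes, heat shock, replication histones, dosage compensation and sex determination, ecdysone and nuclear receptors, antimicrobial peptides, Polycomb group, nuclear lamina, mitochondrial transcripts and ribosomal proteins. Members wg, vas, wupA, para, PPO1, br, nvd and Drs were not matched by symbol. Lists with fewer than 3 tested members were not tested. Named genes were chosen by a rule fixed beforehand: HDAC3, the 10 highest and 10 lowest called genes for HDAC3 shRNA against control and the 5 highest and 5 lowest for other contrasts, with a mean log2 CPM of at least 1, no overlap between the groups and a symbol that is a name, up to 4 called members per list in the knockdown, and sog, sd, Cad99C, CG32772, CG17698, Smr and ebi. The last 7 were named by the study, partly from these samples. Alternatives planned before the data were examined were DESeq2 1.42.0, other scalings, filters and thresholds, a fit of only the 2 groups compared, the replicate block, omission of each library, and for the rescue measures other fold limits, prior counts and splits of the controls. Fits of replicates 1 and 2 or 3 and 4 alone, DESeq2 with the block, a covariate for the axis between these sides, fry on the set scores and a further split of the libraries were added after the data were seen. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15. The chromatin binding data of the study were not used here.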

Results

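RNA-seq libraries of 2 to 4 h embryos from control mothers, mothers that expressed an shRNA against the histone deacetylase HDAC3, and knockdown mothers with shRNA-resistant HDAC3 transgenes (rescue WT, Y303F, K26A and HEBI) were compared, with n = 4 per genotype. Per the study, all mutants had similarly reduced catalysis, and K26A weakly and HEBI strongly reduced binding to the corepressor SMRTER. According to the study, Y303F embryos also contain ample RNA from the endogenous HDAC3 locus, so their comparisons do not isolate the Y303F protein. Totals lay between 9.99 and 26.6 M counts per library.

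HDAC3 (FBgn0025825, 3R from 5472810 to 5474600, minus strand, 3 exons) was at 0 in all 24 libraries. CG45100 (FBgn0266539) has the same annotated exons and was also at 0. Neither HDAC3 depletion nor transgene expression could therefore be read from these counts, and genotypes are as labelled. Snr1, a Brahma complex subunit (3R from 5470926 to 5472754), stood at 309 ± 68.3 CPM in control and 321 ± 52.4 CPM in HDAC3 shRNA (log2 fold change 0.053, SE 0.17, adjusted p = 0.866). Hcs, the biotin-protein ligase gene on the other side (3R from 5474899 to 5485393), was at 4.85 ± 0.679 CPM in control, 7.60 ± 2.78 CPM in HDAC3 shRNA and 14.95 ± 8.02 CPM in rescue K26A, where it was called higher than in control (log2 fold change 1.62, SE 0.37, adjusted p = 0.0163). That call was lost without control replicates 3 or 4 or rescue K26A replicates 1 or 2 (adjusted p = 0.0572 to 0.107). With the block Hcs was also called higher in Y303F (1.05, adjusted p = 0.00263) and HEBI (1.07, 0.00305). Hcs did not pass (adjusted p = 0.125) in replicates 3 and 4 alone. By its stated ends the study's rescue fragment carries the start of Hcs, so the transgenes may add Hcs reads.

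Across all genes the libraries separated first by replicate number. The leading principal component held 48.1% of the variance and parted replicates 1 and 2 from replicates 3 and 4 within each genotype, and PC2 held 14.3%. Early blastoderm genes, which are transcribed briefly before gastrulation, had mean log2 CPM scores of 7.50 in replicates 1 and 2 and 5.25 in replicates 3 and 4 of control, and of 6.52 and 5.55 in HDAC3 shRNA. In the rescues these scores were 7.24 and 5.93 (WT), 7.16 and 5.79 (Y303F), 6.82 and 6.43 (K26A) and 7.59 and 5.96 (HEBI). Values within replicates 1 and 2 and within replicates 3 and 4 and with the replicate number as a block are therefore given beside the counts below.

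**Figure D1:**
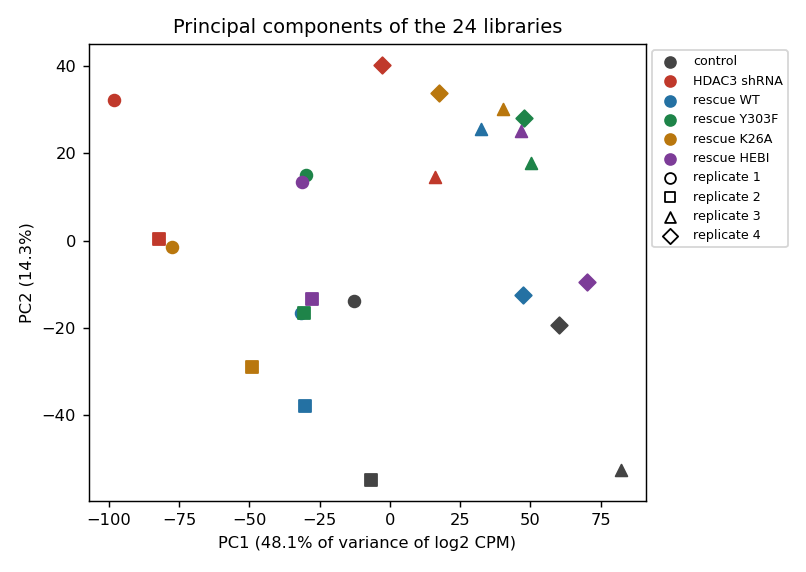
Scores of the 24 libraries on the first (x axis, 48.1% of the variance of log2 CPM) and second (y axis, 14.3%) principal components. Colour gives the genotype and shape the replicate number, and within each genotype replicates 3 and 4 lie to the right of replicates 1 and 2.

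To ask what loss of HDAC3 changes, knockdown embryos were set against control. Among the genes that rose, stil, a germline regulator of the ovary (FBgn0003527, 2R from 12570367 to 12571883), went from 2.78 ± 0.518 to 12.5 ± 1.49 CPM (log2 fold change 2.16, SE 0.36, adjusted p = 7.58e-04). The glial carbohydrate-binding protein gene glec rose from 33.96 ± 6.11 to 127 ± 61.5 CPM (log2 fold change 1.90, SE 0.34, adjusted p = 0.00159). y, which is needed for dark cuticle pigment (FBgn0004034, X from 356509 to 361245), went from 1.87 ± 0.901 to 21.6 ± 11.5 CPM (log2 fold change 3.53, SE 0.52, adjusted p = 1.97e-04), but per the study the shRNA stock is mutant for y and the gene stayed high in every rescue (WT against the knockdown -0.38), as did thw (0.47). thw (3.19, adjusted p = 0.0117), the mucin gene Mur2B (1.86, adjusted p = 0.00397) and sordd2 (1.80, adjusted p = 0.00317) also rose. Smr, which encodes the HDAC3 partner SMRTER (FBgn0265523, X from 12684203 to 12742618), stood at 2995 ± 1875 CPM against 478 ± 282 CPM in control (log2 fold change 2.65, SE 0.72, adjusted p = 0.0225), a call lost without control replicates 3 or 4 or HDAC3 shRNA replicates 1 or 2 (adjusted p = 0.0509 to 0.0950). Calls for the bZIP factor gene Atf3 (2.12), plum (1.81) and pdgy (1.74) were lost without control replicates 1, 2, 3 or 4, HDAC3 shRNA replicates 1 or 2 or rescue WT replicate 2 for at least 1 of the 3 genes (adjusted p up to 0.133). Atf3 and plum did not pass (adjusted p = 0.0855 to 0.0991), and pdgy stayed under 2-fold (0.99) in replicates 3 and 4 alone. For y, stil and Smr the changes were 3.07, 2.23 and 2.55 in replicates 1 and 2 and 3.71, 2.03 and 2.75 in replicates 3 and 4.

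Genes that fell included Tektin-C, a protein of ciliary and sperm tail microtubules (FBgn0035638, 3L from 5794405 to 5796543), from 10.3 ± 4.10 to 0.396 ± 0.230 CPM (log2 fold change -4.65, SE 0.63, adjusted p = 8.13e-05). PPO2, the prophenoloxidase of crystal cells (FBgn0033367, 2R from 9042261 to 9044709), fell from 38.8 ± 9.28 to 4.42 ± 1.78 CPM (log2 fold change -3.13, SE 0.36, adjusted p = 1.31e-05). Within replicates 1 and 2 and within replicates 3 and 4, Tektin-C was at -4.43 and -4.81 and PPO2 at -3.26 and -3.08. By the no-overlap rule for named genes, both had to be lower in all 4 same-number pairs. The neprilysin-like protease gene Nepl18 (-3.58, adjusted p = 6.71e-05), the cell surface protein gene dpr6 (-3.50, adjusted p = 7.46e-05), and Cyt-b5-r (-3.17, adjusted p = 7.46e-05) fell, as did the aminotransferase gene Agxt (-3.31, adjusted p = 9.35e-04; -1.88 without control replicate 3), the maltase gene Mal-A1 (-3.66, adjusted p = 0.00204), fiz (-3.41, adjusted p = 0.00374) and the metallothionein gene MtnA (-4.07, adjusted p = 0.00646). In all, edgeR called 140 genes higher and 697 lower, and 83.3% of the calls were lower. The block on replicate number gave 275 higher and 1734 lower. Counts were 347 and 1383 in replicates 1 and 2 alone, and 185 and 598 in replicates 3 and 4 alone. Of the 837 calls, 833 were kept with the block. The number higher was 84 without control replicate 3 or control replicate 4 and 79 without HDAC3 shRNA replicate 2. The number lower was 324 without control replicate 3, 336 without HDAC3 shRNA replicate 1, 387 without HDAC3 shRNA replicate 2 and 1052 without HDAC3 shRNA replicate 3. Scaling by library totals alone shifted the median log2 fold change of all genes to -0.20 and gave 84 genes higher and 790 lower. MtnA did not pass in replicates 1 and 2 alone (adjusted p = 0.0752).

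Genes of late embryonic differentiation were the groups with the most calls in the knockdown. Of 62 cuticle protein genes tested, 30 fell (51 adjusted over the list alone, 50 with the block), with a median log2 fold change of -3.97, or -3.71 with 12 members at their bound (limma camera adjusted p = 3.27e-10, and adjusted p = 0.654 with an estimated correlation). TwdlM was at 58.4 ± 93.4 CPM in control and 0.00980 ± 0.0196 CPM in the knockdown. TwdlB was at 0 in the 4 knockdown libraries and 45.4 ± 77.2 CPM in control. TwdlM, TwdlB and TwdlL lost their calls without control replicate 3 or HDAC3 shRNA replicates 1, 2 or 4 (adjusted p = 0.0526 to 0.105), and TwdlD kept its own (adjusted p = 0.00827). Of 16 genes of epidermal and tracheal differentiation, 8 fell (10 adjusted over the list alone), among them mwh (-2.38, adjusted p = 0.00216), which limits wing hairs, and the chitin-binding protein gene Gasp (-2.23, adjusted p = 0.0155) (median -1.82, camera adjusted p = 2.37e-07, and adjusted p = 0.654 with an estimated correlation). sha (-2.31) and obst-A (-2.24) lost their calls without control replicates 2, 3 or 4 or HDAC3 shRNA replicates 1, 2 or 4 for at least 1 of them (adjusted p up to 0.0931). Gasp, sha and obst-A did not pass (adjusted p = 0.0520 to 0.115) in replicates 1 and 2 alone. TwdlM, TwdlB, TwdlL, TwdlD and obst-A did not pass (adjusted p = 0.0682 to 0.124) in replicates 3 and 4 alone.

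Of 20 sarcomere genes, 10 fell (13 adjusted over the list alone; median -2.37, camera adjusted p = 5.08e-06, and adjusted p = 0.654 with an estimated correlation). The tropomyosin gene Tm2 (-3.48), the troponin C gene TpnC47D (-3.30) and the myosin light chain genes Mlc1 (-3.21) and Mlc2 (-3.18) lost their calls without control replicate 3 or HDAC3 shRNA replicates 1, 2 or 4 (adjusted p = 0.0623 to 0.145), and TpnC47D and Mlc1 also without control replicate 4. Of 15 gut protease genes, 7 fell (14 adjusted over the list alone; median -4.81, camera adjusted p = 5.79e-04, and adjusted p = 0.735 with an estimated correlation, with 1 member at its bound and the median the same there). Their calls rested on control replicate 3, without which Jon99Ciii, Jon25Bii, Jon99Cii and Jon44E had adjusted p = 0.0530, 0.0816, 0.0722 and 0.473, and Jon44E also lost its call without each single HDAC3 shRNA library or rescue WT replicate 2. Of 9 hemocyte genes, 5 fell, also 5 adjusted over the list alone (median -1.68, camera adjusted p = 0.00358, and adjusted p = 0.654 with an estimated correlation), among them PPO2 and the Runx factor gene lz (-2.07, adjusted p = 0.00387). The collagen IV genes Col4a1 (-2.57) and vkg (-2.46) lost their calls without control replicates 3 or 4 or HDAC3 shRNA replicates 1, 2 or 4 (adjusted p = 0.0578 to 0.102). TpnC47D, Tm2, Mlc1, Mlc2 and Jon25Bii did not pass (adjusted p = 0.0569 to 0.0837) in replicates 1 and 2 alone. Jon44E, Col4a1 and vkg did not pass (adjusted p = 0.0600 to 0.0786) in replicates 3 and 4 alone. The gut protease list did not pass in replicates 1 and 2 alone (median -2.76, camera adjusted p = 0.146).

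The other 4 lists called in the knockdown had 1 called member between them. Of 13 maternal regulators none was called (median 0.78, camera adjusted p = 0.00482, and adjusted p = 0.654 with an estimated correlation). Of 14 corepressors and deacetylases, Smr alone was called, with a median of 0.23, or 0.016 with library totals alone (camera adjusted p = 0.0359, and adjusted p = 0.654 with an estimated correlation). This list lost its call without control replicate 4 (0.0631) or HDAC3 shRNA replicate 1 (0.0854), and in replicates 1 and 2 (0.131) or 3 and 4 (0.104) alone. None of 13 neuronal genes was called (5 with the block; median -0.88, camera adjusted p = 0.0201, and adjusted p = 0.735 with an estimated correlation), and the list lost its call without control replicate 3 or HDAC3 shRNA replicate 1 (adjusted p = 0.0854 to 0.108) or in replicates 3 and 4 alone (0.0857). None of 27 segmentation genes was called (median -0.52, camera adjusted p = 0.0242, and adjusted p = 0.835 with an estimated correlation), with medians of -1.29 in replicates 1 and 2 and -0.22 in replicates 3 and 4, and the call was lost without control replicate 1 (0.103), HDAC3 shRNA replicate 1 (0.0854) or HDAC3 shRNA replicate 2 (0.253), or in replicates 3 and 4 alone (0.181). Of 22 lists, camera called 9, and 0 with an estimated correlation (0 with unadjusted p under 0.05). Fry called 3: epidermal and tracheal differentiation (adjusted p = 0.00871), hemocytes (0.00871) and muscle structure (0.0296), and 0 in other contrasts. With the block camera and fry each called 13 lists (fry 0 to 15 in other contrasts), and camera 0 with an estimated correlation, as in other contrasts.

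The remaining lists were not called by camera. Dorsal ectoderm (13 genes, median -0.61, adjusted p = 0.0842), germ plasm (9 genes, 0.58, 0.0540), neuroectoderm (13 genes, -0.47, 0.252) and Hox genes (8 genes, -0.48, 0.285) were called with the block (adjusted p = 0.00207, 0.0239, 0.0317 and 0.0361, but 0.535 to 0.682 with an estimated correlation), and germ plasm also in 15 of the 24 fits without 1 library. Early blastoderm (10 genes, -0.53, adjusted p = 0.395), mesoderm (12 genes, -0.47, 0.320), eggshell and yolk (9 genes, 0.91, 0.478), heat shock (12 genes, 0.054, 0.865), dosage compensation and sex determination (10 genes, -0.13, 0.865), ecdysone and nuclear receptors (14 genes, -0.36, 0.986), Polycomb group (13 genes, 0.12, 0.395), nuclear lamina (7 genes, 0.064, 0.478) and ribosomal proteins (84 genes, 0.02, 0.305) were not. With library totals alone the medians of heat shock and of the last 3 lists turned negative (-0.13, -0.11, -0.14 and -0.18). Single members passed: dsx, the last gene of the sex determination cascade, rose from 0.959 ± 0.331 to 5.10 ± 2.12 CPM (log2 fold change 2.40, SE 0.49, adjusted p = 0.00390), the nuclear receptor gene Eip75B (1.08, adjusted p = 0.0139) rose, and the small heat shock protein gene Hsp23 (-1.14, adjusted p = 0.00271) fell. Eip75B was under 2-fold without control replicate 2 or HDAC3 shRNA replicate 3 (down to 0.99), as was Hsp23 without control replicate 2 (-0.83). The nuclear receptor genes Eip78C (-1.80) and Hr39 (1.20), the cell cycle inhibitor gene Z600 (-1.39) and the eggshell gene dec (3.27) passed with all libraries. They lost their calls in 5, 11, 5 and 11 of the 24 fits without 1 library (adjusted p up to 0.0736, 0.105, 0.0980 and 0.110). dec did not pass (adjusted p = 0.215) in replicates 1 and 2 alone. Z600, Eip78C, Hr39, Eip75B and Hsp23 did not pass (adjusted p = 0.0580 to 0.670) in replicates 3 and 4 alone. Testis, replication histone, antimicrobial peptide and mitochondrial lists had fewer than 3 tested members.

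Of the genes named by the study, which were chosen partly on these samples and are not independent evidence, CG32772 rose from 23.8 ± 5.10 to 72.3 ± 19.3 CPM (log2 fold change 1.60, SE 0.24, adjusted p = 2.25e-04). sd, the TEAD factor of the Hippo pathway, rose from 41.7 ± 14.1 to 93.6 ± 19.7 CPM (log2 fold change 1.17, SE 0.28, adjusted p = 0.0120). The BMP inhibitor gene sog was at 151 ± 54.2 CPM in control and 92.9 ± 52 CPM in the knockdown (log2 fold change -0.70, SE 0.61, adjusted p = 0.497). ebi, a subunit of the SMRTER complex, was at 296 ± 125 and 452 ± 136 CPM (log2 fold change 0.61, SE 0.39, adjusted p = 0.349). The cadherin gene Cad99C (log2 fold change -1.65, SE 0.62, adjusted p = 0.0959) and the kinase gene CG17698 (log2 fold change 1.53, SE 0.55, adjusted p = 0.0800) did not pass. With the block both did (-1.93, adjusted p = 1.71e-05 and 1.32, adjusted p = 0.00473), and with DESeq2 (adjusted p = 0.0351 and 0.0406), but CG17698 was at 0.93 (adjusted p = 0.443) without HDAC3 shRNA replicate 2. sd did not pass (adjusted p = 0.295), and CG32772 stayed under 2-fold (0.97) in replicates 3 and 4 alone.

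Smr averaged 1454 ± 981, 1315 ± 1075, 1174 ± 873 and 606 ± 386 CPM in the WT, Y303F, K26A and HEBI rescues, and none of its 8 changes against control or the knockdown passed in edgeR. With the block Smr was higher than in control in WT (1.52, adjusted p = 1.63e-04), Y303F (1.25, 7.45e-04) and K26A (1.23, 3.52e-04), and lower than in the knockdown in WT (-1.15, 7.09e-04), Y303F (-1.41, 7.44e-05) and K26A (-1.43, 4.20e-04). Cad99C passed only with the block against control in Y303F (-1.07, adjusted p = 0.0128) and K26A (-1.76, 1.65e-04) and against the knockdown in WT (1.06, 0.00669) and HEBI (1.07, 0.00416). CG17698 did so against the knockdown in WT (-1.09, adjusted p = 0.0238), Y303F (-1.41, 0.00511) and HEBI (-1.27, 0.00832). Without the block, all of these but Smr in WT and Cad99C in K26A against control and CG17698 in Y303F were under 2-fold in at least 1 fit that left out a library.

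**Figure D2:**
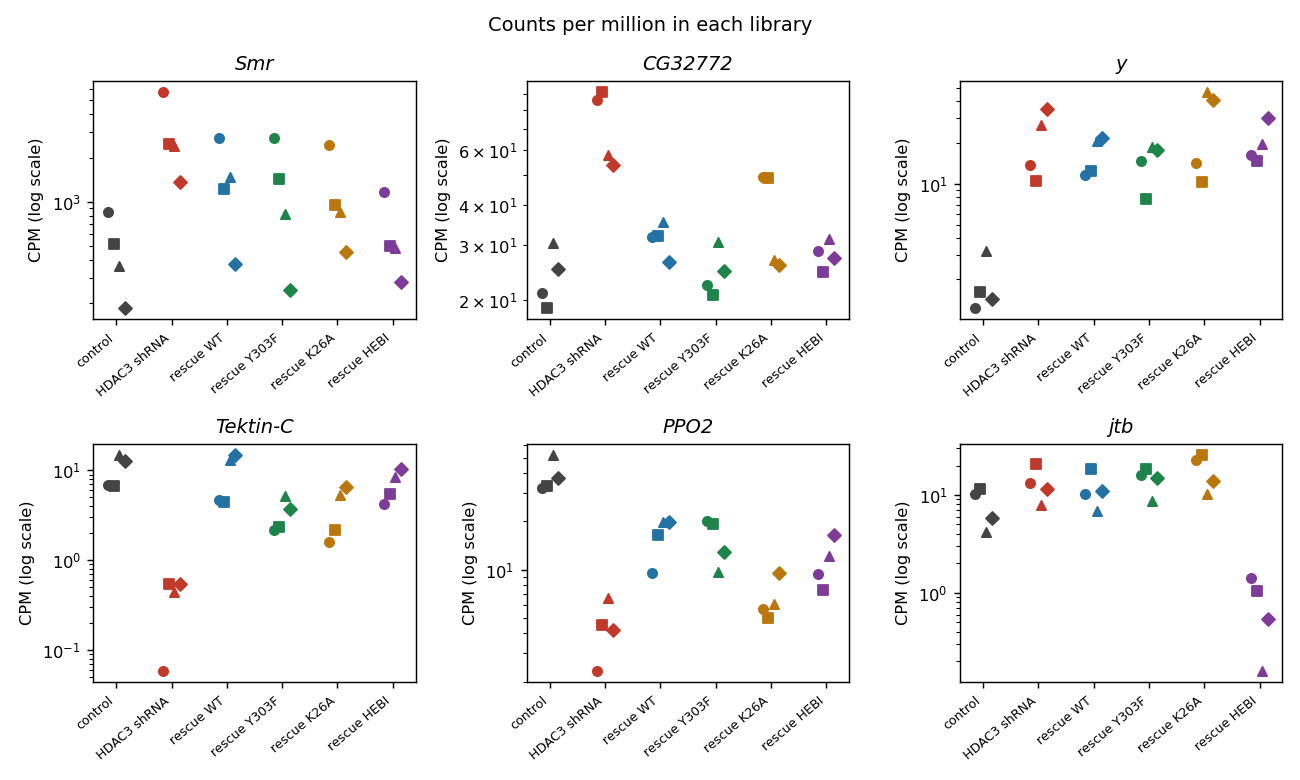
Level in CPM (y axis, log scale) of Smr, CG32772, y, Tektin-C, PPO2 and jtb in each library, by genotype (x axis), with 1 point per library, coloured by genotype, and point shape giving the replicate number. y stood at 1.87 CPM on average in control and at 14.7 to 28.1 CPM in the other genotypes, and jtb at 0.786 CPM in rescue HEBI.

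To ask what each transgene changed on the knockdown background, the rescues were compared with HDAC3 shRNA. With WT HDAC3, Tektin-C rose to 9.30 ± 5.55 CPM (log2 fold change 4.51, SE 0.63, adjusted p = 5.72e-04). The cytochrome P450 gene Cyp6a20 rose to 4.96 ± 2.05 CPM (log2 fold change 2.58, SE 0.38, adjusted p = 8.36e-04). The pseudouridine synthase gene Pus10 fell from 24.6 ± 4.80 to 7.67 ± 1.48 CPM (log2 fold change -1.68, SE 0.30, adjusted p = 0.00545). CG32772 fell (-1.20, adjusted p = 0.0126), a call lost without HDAC3 shRNA replicates 1 or 2 or rescue WT replicate 4 (adjusted p = 0.0558 to 0.0746). Cyp6a8 (2.64), the ion channel gene Ih (2.56) and fiz (2.89) also passed, and all 3 lost their calls without HDAC3 shRNA replicate 1, Ih and fiz also without HDAC3 shRNA replicate 2, and fiz without HDAC3 shRNA replicate 4 or rescue WT replicates 3 or 4 (adjusted p up to 0.148). Cyp6a8 did not pass (adjusted p = 0.0843) in replicates 1 and 2 alone. Cyp6a20 and CG32772 did not pass (adjusted p = 0.0558 to 0.0700) in replicates 3 and 4 alone. Of 62 cuticle protein genes 2 rose (23 adjusted over the list alone, 27 with the block; median 2.36, camera adjusted p = 6.15e-10, and adjusted p = 0.660 with an estimated correlation, with 10 members at their bound and the same median there), and of 20 sarcomere genes none passed, but 14 with the block. Of 22 lists 8 passed in camera (median, adjusted p), also epidermal and tracheal differentiation (1.37, 7.71e-08), muscle structure (1.38, 1.27e-05), hemocytes (1.03, 0.00274), segmentation (0.56, 0.00566), maternal regulators (-0.50, 0.00687), dorsal ectoderm (0.79, 0.00887) and neuronal differentiation (0.63, 0.00987), with adjusted p = 0.660 to 0.729 with an estimated correlation. With the block 12 did, with early blastoderm, Hox, neuroectoderm and germ plasm added. Altogether 88 genes were higher and 16 lower. Blocked by replicate number, edgeR called 852 higher and 79 lower. Higher and lower counts were 314 and 35 in replicates 1 and 2 alone, and 64 and 31 in replicates 3 and 4 alone. The total of 104 was 36, 45 and 54 without HDAC3 shRNA replicates 1, 2 and 4, and 32 without rescue WT replicate 4. With library totals alone the median log2 fold change of all genes against the knockdown was 0.12 in WT, 0.13 in Y303F and 0.13 in HEBI.

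With the Y303F transgene, the chitinase gene Cht10 was at 64.8 ± 32.7 CPM against 4.85 ± 3.74 CPM in the knockdown and 17.2 ± 6.46 CPM in control (log2 fold change 3.74, SE 0.52, adjusted p = 4.10e-04 against the knockdown). The transporter gene FBgn0010549 (3.05, adjusted p = 0.00138), Tektin-C (3.04, adjusted p = 0.0125) and dpr6 (2.49, adjusted p = 0.00549) rose. Pus10 (-2.43, adjusted p = 1.67e-04), the P450 gene Cyp6d4 (-1.51, adjusted p = 4.10e-04), Gnptab (-1.25, adjusted p = 0.00794) and CG32772 (-1.56, adjusted p = 0.00103) fell. None of 13 maternal regulators passed in edgeR, of which 1 was lower with the block (median -0.64, camera adjusted p = 6.53e-04, and adjusted p = 0.665 with an estimated correlation). Of 22 lists 10 passed in camera (median, adjusted p), also cuticle proteins (1.74, 1.65 at bound, 6.15e-04), segmentation (0.61, 0.00159), dorsal ectoderm (0.83, 0.00190), muscle structure (1.01, 0.00685), hemocytes (0.68, 0.00685), ribosomal proteins (0.14, 0.22 with library totals, 0.00685), neuroectoderm (0.66, 0.0139), germ plasm (-0.54, 0.0146) and corepressors and deacetylases (-0.23, 0.0207), with adjusted p = 0.665 with an estimated correlation. With the block 11 did, with Hox added. Gnptab did not pass (adjusted p = 0.0588) in replicates 3 and 4 alone. In total 54 genes were higher and 17 lower. A blocked fit gave 659 higher and 163 lower. Counts were 790 and 208 in replicates 1 and 2 alone, and 74 and 102 in replicates 3 and 4 alone. The total of 71 was 46 without HDAC3 shRNA replicate 4 and 39 without rescue Y303F replicate 1.

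The K26A protein was followed by the fewest calls. Tep2, a thioester protein of innate immunity, rose from 23.7 ± 1.62 to 57.5 ± 7.93 CPM (log2 fold change 1.28, SE 0.15, adjusted p = 5.66e-05). The dehydrogenase gene D2hgdh rose to 14.7 ± 2.08 CPM (log2 fold change 1.25, SE 0.19, adjusted p = 0.00187). Tektin-C (3.26) lost its call without HDAC3 shRNA replicates 1, 2, 3 or 4 or rescue K26A replicate 4 (adjusted p = 0.0540 to 0.0698), and GILT2 (1.12) without HDAC3 shRNA replicates 2 or 3 (adjusted p = 0.0525 to 0.0736). Of 62 cuticle protein genes 2 rose (13 adjusted over the list alone, 12 with the block; median 2.07, camera adjusted p = 3.35e-16, and adjusted p = 0.773 with an estimated correlation, and median 1.98 with 10 members at their bound). Of 22 lists 7 passed in camera (median, adjusted p), also muscle structure (0.90, 3.65e-05), segmentation (0.62, 5.08e-04), early blastoderm (0.46, 0.00390), dorsal ectoderm (0.66, 0.00514), maternal regulators (-0.14, 0.0136) and corepressors and deacetylases (-0.065, -0.043 with library totals, 0.0270), with adjusted p = 0.773 to 0.795 with an estimated correlation. With the block 9 did, with mesoderm and neuroectoderm added. Tektin-C did not pass (adjusted p = 0.141) in replicates 1 and 2 alone. D2hgdh and GILT2 did not pass (adjusted p = 0.108 to 0.113) in replicates 3 and 4 alone. In total 12 genes were higher and 7 lower. The block on replicate number gave 102 higher and 45 lower. Higher and lower counts were 23 and 13 in replicates 1 and 2 alone, and 9 and 8 in replicates 3 and 4 alone. The total of 19 was 12, 8 and 12 without HDAC3 shRNA replicates 1, 2 and 3.

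With the HEBI protein, FBgn0010549 was at 12.6 ± 4.24 CPM against 0.791 ± 0.210 CPM in the knockdown (log2 fold change 3.98, SE 0.50, adjusted p = 6.48e-05). Tektin-C (4.11, adjusted p = 4.15e-04), Ih (3.67, adjusted p = 3.09e-04) and Cht10 (3.46, adjusted p = 3.94e-04) rose. jtb fell from 13.4 ± 5.35 to 0.786 ± 0.550 CPM (log2 fold change -4.07, SE 0.53, adjusted p = 9.74e-05). bam, the switch gene of germline differentiation, fell from 127 ± 39.4 to 25.8 ± 6.80 CPM (log2 fold change -2.30, SE 0.38, adjusted p = 0.00126). Pus10 (-2.62, adjusted p = 3.45e-05), the glutathione transferase gene GstD3 (-2.25, adjusted p = 0.00774) and CG32772 (-1.37, adjusted p = 0.00176) fell. Parts of the Pus10 and bam exons overlap antisense genes. sd also fell (-1.21, adjusted p = 0.0220), a call lost without HDAC3 shRNA replicates 1 or 2 or rescue HEBI replicates 1, 2 or 4 (adjusted p = 0.0579 to 0.0878). Smr was at 606 ± 386 CPM (-2.31, adjusted p = 0.106; with the block -2.31, adjusted p = 2.59e-07; DESeq2 adjusted p = 0.0209). Of 62 cuticle protein genes 5 rose (33 adjusted over the list alone, 36 with the block; median 2.99, camera adjusted p = 1.15e-08, and adjusted p = 0.705 with an estimated correlation, and median 2.79 with 12 members at their bound). Of 22 lists 13 passed in camera (median, adjusted p), also segmentation (0.78, 3.78e-04), maternal regulators (-0.78, 0.00199), dorsal ectoderm (0.89, 0.00212), ribosomal proteins (0.19, 0.00212), muscle structure (1.45, 0.00515), early blastoderm (0.73, 0.0175), gut proteases (2.32, 0.0175), germ plasm (-0.59, 0.0210), epidermal and tracheal differentiation (0.68, 0.0232), neuronal differentiation (0.64, 0.0232), neuroectoderm (0.78, 0.0255) and hemocytes (0.95, 0.0307), with adjusted p = 0.705 with an estimated correlation. With the block 15 did, with Hox and mesoderm added. sd did not pass (adjusted p = 0.298), and CG32772 stayed under 2-fold (-0.96) in replicates 3 and 4 alone. In total 94 genes were higher and 74 lower. Blocked by replicate number, edgeR called 956 higher and 251 lower. Counts were 929 and 391 in replicates 1 and 2 alone, and 120 and 183 in replicates 3 and 4 alone. The total of 168 was 99 and 96 without HDAC3 shRNA replicates 1 and 2, and 100 without rescue HEBI replicate 4.

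Genes called in the knockdown were then followed through the rescues. Of the 140 genes that rose, 100 (71.4%, 95% interval 63.2 to 78.7) were within 2-fold of control in rescue WT, 101 (72.1%, 63.9 to 79.4) in Y303F, 94 (67.1%, 58.7 to 74.8) in K26A and 117 (83.6%, 76.4 to 89.3) in HEBI. Of the 697 genes that fell, 465 (66.7%, 63.1 to 70.2) were within 2-fold in rescue WT, 201 (28.8%, 25.5 to 32.4) in Y303F, 86 (12.3%, 9.99 to 15.01) in K26A and 262 (37.6%, 33.98 to 41.3) in HEBI, and the last share was 22.3% of the genes called without rescue HEBI replicate 4. The intervals wrongly take genes as independent. As genes were chosen on the same controls, 10 data sets were simulated. They called more genes than the data (289 to 348 higher, 980 to 1048 lower). There, rescues at control level gave mean shares of 92.3% and 87.6% for genes that rose and fell, and at knockdown level 29.9% and 7.92%. Genes were also chosen on replicates 1 and 3 and measured against controls 2 and 4. Left-out knockdown libraries were within 2-fold for 2 of 18 that rose (11.1%) and 2 of 54 that fell (3.70%). The reverse gave 17.9% of 28 and 3.19% of 94. Of 1383 genes lower in replicates 1 and 2 alone, 84.1%, 74.7%, 25.8% and 70.9% were within 2-fold in WT, Y303F, K26A and HEBI. Of 347 higher, the mutants gave 83.6%, 27.4% and 91.1%. WT stayed in its interval, above K26A.

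**Figure D3:**
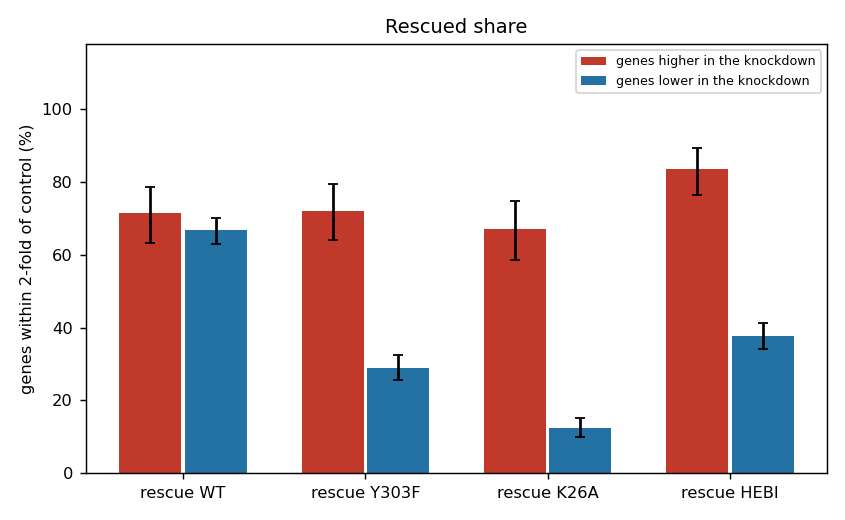
Percent (y axis) of the genes called higher (red) or lower (blue) in the knockdown that were within 2-fold of control in each rescue (x axis), with exact 95% binomial intervals as error bars. For genes lower in the knockdown the shares were 66.7% in rescue WT and 12.3% in rescue K26A.

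As a measure per library, the mean log2 score of the genes that rose was 1.65 ± 0.175 in the knockdown, 0.788 ± 0.260 in rescue WT, 0.730 ± 0.208 in Y303F, 0.856 ± 0.250 in K26A and 0.413 ± 0.137 in HEBI. Scores of the genes that fell were -2.28 ± 0.629 in the knockdown, -0.827 ± 0.431 in rescue WT, -1.29 ± 0.20 in Y303F, -1.65 ± 0.311 in K26A and -1.09 ± 0.510 in HEBI, against SDs of 0.111 and 0.622 in control. For the genes that rose, HEBI was below K26A by -0.44 and below WT by -0.38, lower in each of the 4 pairs (exact permutation p = 0.0286 and 0.0857, adjusted 0.114 and 0.171). For the genes that fell, K26A was below WT by -0.82 and Y303F below WT by -0.47 in each of the 4 pairs (exact permutation p = 0.0286 and 0.0857, adjusted 0.114 and 0.171), and HEBI was above K26A by 0.56 in each of the 4 pairs (exact permutation p = 0.114, adjusted 0.183). HEBI was below WT by -0.26, also in each of the 4 pairs (exact permutation p = 0.4), a value of -0.069 without rescue WT replicate 4 and -0.48 without rescue HEBI replicate 4. Without rescue WT replicate 4 the Y303F and WT difference was -0.27. For the genes that rose, Y303F and WT differed by -0.059 (exact permutation p = 0.714) and K26A and WT by 0.068 (p = 0.743), the latter -0.041 without rescue WT replicate 4 and -0.061 without rescue K26A replicate 1.

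None of the 8 differences passed after adjustment, which needs at least 5 of them at the smallest p, and with signs permuted within replicate numbers the smallest p that 4 pairs allow is 0.125. The limma fry test, added after the data were seen, passed for HEBI below K26A in the genes that rose (adjusted p = 0.0374, with the block 2.35e-06) and for K26A below WT in the genes that fell (0.0374, with the block 0.00217). With the block it also passed for HEBI below WT in the genes that rose (2.43e-05, without 0.0825) and for HEBI above K26A in the genes that fell (0.0232, without 0.145). Within replicates 1 and 2 and within 3 and 4 these 4 differences were -0.54 and -0.32, -0.87 and -0.87, -0.47 and -0.32, and 0.43 and 0.75. The Y303F and WT difference in the genes that fell was -0.39 and -0.60, and that of HEBI and WT -0.44 and -0.13.

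**Figure D4:**
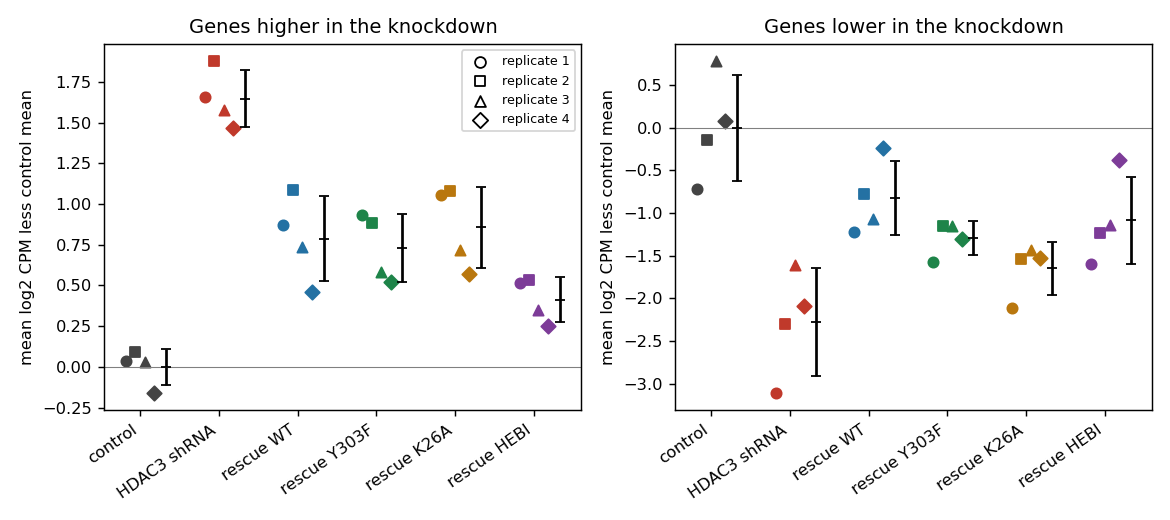
Mean log2 CPM less the control mean (y axis) of the genes higher (left) and lower (right) in the knockdown, for each library by genotype (x axis), with the mean and SD of the 4 libraries as bars and point shape giving the replicate number. The means of rescue HEBI were 0.413 and -1.09.

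Each rescue was also set against control. In rescue WT, y rose to 16.6 ± 5.35 CPM (log2 fold change 3.15, SE 0.51, adjusted p = 0.00307). The mitochondrial transcription factor gene mTerf3 fell from 20.6 ± 2.05 to 8.09 ± 1.98 CPM (log2 fold change -1.34, SE 0.23, adjusted p = 0.00530), as did the lipid droplet gene Lsd-1 (-1.30, adjusted p = 0.00683). The maternal gamma-tubulin gene gammaTub37C was at 46.9 ± 14.9 CPM against 9.34 ± 1.58 CPM in control (log2 fold change 2.33, SE 0.48, adjusted p = 0.0228), a call lost without control replicates 1, 2, 3 or 4 or rescue WT replicates 1 or 2 (adjusted p = 0.0650 to 0.105). Of 15 gut protease genes 1 fell (15 adjusted over the list alone, 13 with the block), with a median of -7.50, or -6.47 with 7 members at their bound, and of -2.85 in replicates 1 and 2 and -8.55 in replicates 3 and 4 (limma camera adjusted p = 1.52e-15, and adjusted p = 0.523 with an estimated correlation). Control replicate 3 stood apart, with a gut protease score of 5.05 against -2.19, -0.41 and 1.87 in the other controls. Of 22 lists 4 passed in camera (median, adjusted p), also cuticle proteins (-1.47, 0.0115), muscle structure (-0.82, 0.0115) and epidermal and tracheal differentiation (-0.33, 0.0218), with adjusted p = 0.980 with an estimated correlation. With the block 6 did, with corepressors and deacetylases and maternal regulators added. mTerf3 did not pass (adjusted p = 0.0520) in replicates 1 and 2 alone. mTerf3, gammaTub37C and Lsd-1 did not pass (adjusted p = 0.130 to 0.196) in replicates 3 and 4 alone. In total 13 genes were higher and 20 lower. A blocked fit gave 53 higher and 148 lower. Higher and lower counts were 66 and 28 in replicates 1 and 2 alone, and 7 and 4 in replicates 3 and 4 alone. The total of 33 was 20 without rescue WT replicate 2.

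In rescue Y303F, y (2.98, adjusted p = 0.00369) and FBgn0010549 (2.69, adjusted p = 0.00480) rose. The Toll ligand homologue gene spz6 (-2.47) and the chitin-binding protein gene obst-B (-2.03) passed and lost their calls without control replicate 4 or rescue Y303F replicates 1, 3 or 4 (adjusted p = 0.0570 to 0.0776), and Agxt (-2.46) without control replicate 3 or rescue Y303F replicates 1, 2, 3 or 4 (adjusted p = 0.0633 to 0.179), where it was at -1.04 without control replicate 3. None of 16 epidermal and tracheal genes passed over all genes, 10 fell when adjusted over the list alone and 8 with the block (median -1.53, camera adjusted p = 8.52e-09, and adjusted p = 0.712 with an estimated correlation). Of 22 lists 7 passed in camera (median, adjusted p), also cuticle proteins (-2.02, 1.91e-07), ribosomal proteins (0.17, 0.04 with library totals, 4.58e-07), muscle structure (-1.38, 2.23e-05), gut proteases (-3.42, 0.00119), eggshell and yolk (1.48, 0.0397) and hemocytes (-0.49, 0.0397), with adjusted p = 0.899 to 0.922 with an estimated correlation. With the block 7 did, without eggshell and yolk and with neuronal differentiation added. Agxt, spz6 and obst-B did not pass (adjusted p = 0.394 to 0.405) in replicates 1 and 2 alone. Agxt and obst-B did not pass (adjusted p = 0.0608 to 0.0753) in replicates 3 and 4 alone. In total 23 genes were higher and 51 lower. The block on replicate number gave 105 higher and 480 lower. Counts were 48 and 20 in replicates 1 and 2 alone, and 17 and 56 in replicates 3 and 4 alone. The total of 74 was 151 without HDAC3 shRNA replicate 1, 47 without rescue Y303F replicate 1 and 45 without rescue Y303F replicate 4.

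In rescue K26A, y rose to 28.1 ± 18.5 CPM (log2 fold change 3.91, SE 0.53, adjusted p = 2.63e-04). The ornithine aminotransferase gene Oat fell from 42.6 ± 7.13 to 5.22 ± 2.32 CPM (log2 fold change -3.03, SE 0.51, adjusted p = 0.00201). The chitinase gene Cht5 (-2.98, adjusted p = 0.00303), the small heat shock protein gene Hsp67Bc (-2.75, adjusted p = 0.00160), Mal-A1 (-3.08, adjusted p = 0.0123) and the odorant-binding protein gene Obp99c (-3.0, adjusted p = 0.00982) fell with it. Of 16 epidermal and tracheal genes 3 fell (10 adjusted over the list alone, 10 with the block; median -1.57, camera adjusted p = 1.10e-07, and adjusted p = 0.866 with an estimated correlation), and of 9 hemocyte genes 2 fell (3 adjusted over the list alone, 5 with the block; median -1.10, camera adjusted p = 0.00243, and adjusted p = 0.866 with an estimated correlation). Of 22 lists 6 passed in camera (median, adjusted p), also muscle structure (-1.60, 0.00107), gut proteases (-4.54, 0.00107), cuticle proteins (-1.70, 0.00982) and neuronal differentiation (-0.75, 0.0116), with adjusted p = 0.869 to 0.900 with an estimated correlation. With the block 8 did, with germ plasm and maternal regulators added. Obp99c did not pass (adjusted p = 0.0882) in replicates 1 and 2 alone. Mal-A1 did not pass (adjusted p = 0.0995) in replicates 3 and 4 alone. In total 30 genes were higher and 314 lower. Blocked by replicate number, edgeR called 88 higher and 1111 lower. Higher and lower counts were 343 and 681 in replicates 1 and 2 alone, and 47 and 302 in replicates 3 and 4 alone. The total of 344 was 551 without control replicate 1, 172 and 200 without control replicates 3 and 4, and 170 and 153 without rescue K26A replicates 1 and 2.

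In rescue HEBI, FBgn0010549 rose from 1.02 ± 0.338 to 12.6 ± 4.24 CPM (log2 fold change 3.62, SE 0.49, adjusted p = 3.83e-04). y rose (3.43, adjusted p = 0.00129) and jtb fell from 7.92 ± 3.48 to 0.786 ± 0.550 CPM (log2 fold change -3.32, SE 0.52, adjusted p = 0.00175). PPO2 stayed below control (-1.77, adjusted p = 0.0117), a call lost without rescue HEBI replicate 2 (adjusted p = 0.0534). Of 16 epidermal and tracheal genes none passed and 1 fell when adjusted over the list alone, 3 with the block (median -1.18, camera adjusted p = 7.71e-09, and adjusted p = 0.762 with an estimated correlation). Of 22 lists 7 passed in camera (median, adjusted p), also ribosomal proteins (0.20, 0.048 with library totals, 4.63e-10), muscle structure (-1.03, 6.77e-05), hemocytes (-0.68, 0.00631), gut proteases (-2.87, 0.0119), cuticle proteins (-0.89, 0.0119) and eggshell and yolk (0.96, 0.0324), with adjusted p = 0.768 to 0.892 with an estimated correlation. With the block 7 did, without eggshell and yolk and with dorsal ectoderm added. jtb and PPO2 did not pass (adjusted p = 0.0509 to 0.0911) in replicates 3 and 4 alone. In total 22 genes were higher and 36 lower, 62.1% lower, against 14 and 44, 75.9% lower, with library totals alone. A blocked fit gave 79 higher among 382 calls. Counts were 27 and 25 in replicates 1 and 2 alone, and 8 and 4 in replicates 3 and 4 alone. The total of 58 was 36, 29 and 29 without rescue HEBI replicates 1, 2 and 3.

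The mutant rescues were also set against rescue WT, with endogenous HDAC3 in Y303F embryos as stated above. In Y303F 2 genes passed, which lie outside the rule for named genes and were picked after their values were seen: the cuticle protein gene Cpr5C was at 3.15 ± 1.07 CPM against 0.0696 ± 0.0214 CPM in rescue WT (log2 fold change 5.36, adjusted p = 0.0180), and Ada1-1 was at 0 against 140 counts in rescue WT, at least 41.6-fold lower at 3 counts over the group (adjusted p = 0.00765), with 3 counts in K26A, 3 in HDAC3 shRNA and 52 in control. The number of calls was 1 without each single rescue WT library or rescue Y303F replicates 1, 2 or 4, 4 without HDAC3 shRNA replicate 1 and 5 without rescue K26A replicate 3. The block on replicate number gave 15 higher and 38 lower. Higher and lower counts were 1 and 5 in replicates 1 and 2 alone, and 1 and 0 in replicates 3 and 4 alone. Of 84 ribosomal protein genes none passed (median 0.18, camera adjusted p = 2.91e-14, and adjusted p = 0.723 with an estimated correlation), and of 16 epidermal and tracheal genes 2 fell adjusted over the list alone (median -0.92, camera adjusted p = 1.05e-07, and adjusted p = 0.351 with an estimated correlation). Of 22 lists 8 passed in camera (median, adjusted p), also gut proteases (4.01, 1.12e-05), cuticle proteins (0.06, 0.022 with library totals, though lower in camera, 5.34e-04), eggshell and yolk (1.67, 0.00265), ecdysone and nuclear receptors (-0.32, 0.00385), muscle structure (-0.71, 0.00604) and heat shock (-0.64, 0.00604), with adjusted p = 0.351 to 0.949 with an estimated correlation. With the block 5 did, without eggshell and yolk, cuticle proteins, muscle structure and heat shock and with maternal regulators added.

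K26A differed from WT in 4 genes higher and 9 lower, 69.2% lower, against 2 and 10, 83.3% lower, with library totals alone. The P450 gene Cyp6a20 was at 1.17 ± 0.182 CPM against 4.96 ± 2.05 CPM (log2 fold change -2.08, SE 0.37, adjusted p = 0.0155), a call lost without rescue WT replicate 2 or rescue K26A replicates 1, 2, 3 or 4 (adjusted p = 0.0524 to 0.0871). The hormone receptor gene Dh44-R2 (-1.61), whose exons overlap an antisense gene in part, lost its call without rescue WT replicate 4 or rescue K26A replicate 2 (adjusted p = 0.0548 to 0.0585), and the peroxiredoxin gene Prx6c (-1.25) without rescue WT replicate 4 or rescue K26A replicates 1, 2 or 3 (adjusted p = 0.0557 to 0.116). Blocked by replicate number, edgeR called 16 higher and 187 lower. Counts were 12 and 18 in replicates 1 and 2 alone, and 1 and 2 in replicates 3 and 4 alone. The total of 13 was 7 without rescue WT replicate 4 and 5 and 8 without rescue K26A replicates 2 and 3. Of 16 epidermal and tracheal genes 2 fell adjusted over the list alone (median -1.15, camera adjusted p = 4.08e-09, and adjusted p = 0.545 with an estimated correlation). Of 22 lists 7 passed in camera (median, adjusted p), also heat shock (-0.14, -0.24 with library totals, 0.00182), hemocytes (-0.54, 0.00258), neuronal differentiation (-0.25, 0.00329), gut proteases (2.99, 2.28 at bound, 0.00886), ribosomal proteins (0.097, -0.013 with library totals, 0.00928) and muscle structure (-0.99, 0.0185), with adjusted p = 0.545 to 0.969 with an estimated correlation. With the block 10 did, without gut proteases and with Hox, germ plasm, maternal regulators and ecdysone and nuclear receptors added. Cyp6a20, Dh44-R2 and Prx6c did not pass (adjusted p = 0.259 to 0.414) in replicates 3 and 4 alone.

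HEBI differed from WT in 4 genes. jtb was at 0.786 ± 0.550 CPM against 11.6 ± 4.81 CPM (log2 fold change -3.87, SE 0.53, adjusted p = 0.00108). The others were picked after their values were seen: Cpr5C was at 12.6 ± 2.63 CPM (log2 fold change 7.36, adjusted p = 6.25e-04), CG4752 at 26.9 ± 1.91 CPM against 60.5 ± 9.16 CPM (-1.17, adjusted p = 0.00108), and Ada1-1 at 0, at least 41.6-fold lower (adjusted p = 0.00172). Smr did not pass (-1.26, adjusted p = 1.0), and with the block it did (-1.16, adjusted p = 0.00430), but without the block it was -0.75 without rescue WT replicate 1. A blocked fit gave 29 higher and 32 lower. Higher and lower counts were 18 and 64 in replicates 1 and 2 alone, and 2 and 0 in replicates 3 and 4 alone. Without rescue WT replicate 3 the count was 7. Of 15 gut protease genes none passed over all genes and 13 were higher adjusted over the list alone, with a median of 4.82, or 4.44 with 7 members at their bound (limma camera adjusted p = 3.43e-08, and adjusted p = 0.427 with an estimated correlation). Of 22 lists 6 passed in camera (median, adjusted p), also ribosomal proteins (0.23, 0.15 with library totals, 1.33e-17), epidermal and tracheal differentiation (-0.91, 3.33e-06), heat shock (-0.50, 0.00147), eggshell and yolk (1.07, 0.00714) and ecdysone and nuclear receptors (-0.33, 0.0172), with adjusted p = 0.427 to 0.563 with an estimated correlation. With the block 10 did, with segmentation, mesoderm, dorsal ectoderm and maternal regulators added. jtb did not pass (adjusted p = 0.0512) in replicates 3 and 4 alone.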

Values the study reported

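In knockdown embryos, the study counted 830 genes as downregulated and 179 as upregulated at a fold change of 2 or more and an FDR of 0.05. By its measure, the WT transgene brought 95% of the downregulated genes and 93% of the upregulated genes to less than a 2-fold difference from control.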

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

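In 5 of 150 sets of 4 libraries, over the library totals, the list scores and the set scores, 1 library stood far from the other 3, where chance alone, at about 1 set in 20, would give 7.5. All the tests in this part follow a rule set before the data were examined. The set score of the genes lower in the knockdown was -2.11 in rescue K26A replicate 1 and between -1.54 and -1.43 in the other K26A libraries. The early blastoderm score was 6.06 in rescue K26A replicate 3, against 6.80 to 6.83 in the others. The eggshell and yolk score was -1.30 in rescue Y303F replicate 2, the library with the lowest total, against -0.21 to -0.18. The gut protease score was -0.11 in HDAC3 shRNA replicate 3, against -2.82 to -2.51 in the other knockdown libraries. The score of the dosage compensation and sex determination genes was 5.08 in control replicate 2, against 5.36 to 5.39 in the other controls.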

How the results depend on the processing

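Counts below are of genes past both thresholds where they moved by over 1.5 times, and shares are of genes within 2-fold of control in the rescue where they left their interval, among the genes called anew in the knockdown in each setting. Of the tests here, the fits of replicates 1 and 2 or 3 and 4 alone, DESeq2 with the block, the axis covariate, fry on set scores and the split of replicates 1 and 3 against 2 and 4 were chosen after the data were seen. Apart from the settings that test fewer genes or libraries or set another limit, the cause was not tested. No call of a named gene or list was reversed in any of them. At 2-fold the simulated test found 7 of 50 genes, in part because the fold limit lies at the same value. HDAC3 had no counts, and its alternatives gave no value. Relative log expression factors, and library sizes without mitochondrial, ribosomal RNA and histone genes, moved none of the counts by 1.5 times. The permutation test of set scores passes only with at least 5 of 8 at the smallest p, so that no setting changed a call says nothing of their stability.

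DESeq2 gave 1181 lower in the knockdown, 145, 322, 729 and 156 for WT, Y303F, K26A and HEBI against control, 336, 151, 61 and 328 for WT, Y303F, K26A and HEBI against the knockdown, 44, 87 and 29 for Y303F, K26A and HEBI against rescue WT, with rescued shares of 61.8% and 41.7% of the lower genes for WT and HEBI. With library totals alone there were 84 higher in the knockdown, 8 for HEBI against rescue WT, and shares of 25.3% and 31.1% of the lower genes for Y303F and HEBI. Without a filter on low counts there were 69 for WT against the knockdown. At a mean of at least 5 CPM, which tests fewer genes, there were 50 higher and 155 lower in the knockdown, 12, 16, 74 and 19 for WT, Y303F, K26A and HEBI against control, 27, 30, 12 and 94 for WT, Y303F, K26A and HEBI against the knockdown, 0 and 0 for Y303F and K26A against rescue WT, where the last 2 counts of 0 in edgeR stand beside 413 and 554 genes at an unadjusted p under 0.05 with the usual filter, where chance alone gives 1 in 20 of 10003, and 44 and 87 calls by DESeq2. Tested against a 2-fold change there were 20 higher and 111 lower in the knockdown, 12, 22, 32 and 17 for WT, Y303F, K26A and HEBI against control, 12, 15, 4 and 33 for WT, Y303F, K26A and HEBI against the knockdown, 5 for K26A against rescue WT, and with the adjusted p alone 275 higher in the knockdown. With only the 2 groups compared in the fit, which leaves fewer samples to estimate the spread, there were 73 higher and 151 lower in the knockdown, 15, 46, 140 and 27 for WT, Y303F, K26A and HEBI against control, 7, 16, 3 and 82 for WT, Y303F, K26A and HEBI against the knockdown, 5, 1 and 1 for Y303F, K26A and HEBI against rescue WT.

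With the replicate block edgeR gave 275 higher and 1734 lower in the knockdown, 201, 585, 1199 and 382 for WT, Y303F, K26A and HEBI against control, 931, 822, 147 and 1207 for WT, Y303F, K26A and HEBI against the knockdown, 53, 203 and 61 for Y303F, K26A and HEBI against rescue WT, and DESeq2 with the block 266 higher and 1910 lower in the knockdown, 268, 696, 1290 and 486 for WT, Y303F, K26A and HEBI against control, 1007, 826, 183 and 1254 for WT, Y303F, K26A and HEBI against the knockdown, 145, 329 and 105 for Y303F, K26A and HEBI against rescue WT. Camera list calls that the block changed, and calls of genes the study named, stand beside their results. Replicates 1 and 2 alone gave 347 higher and 1383 lower in the knockdown, 94 and 1024 for WT and K26A against control, 349, 998, 36 and 1320 for WT, Y303F, K26A and HEBI against the knockdown, 6, 30 and 82 for Y303F, K26A and HEBI against rescue WT, with shares of 83.6%, 27.4% and 91.1% of the higher genes for Y303F, K26A and HEBI and 84.1%, 74.7%, 25.8% and 70.9% of the lower genes for WT, Y303F, K26A and HEBI. Replicates 3 and 4 alone gave 11 and 12 for WT and HEBI against control, 176 and 3.0e+02 (120 higher and 183 lower) for Y303F and HEBI against the knockdown, 1, 3 and 2 for Y303F, K26A and HEBI against rescue WT, with shares of 81.6% and 80.5% of the higher genes for WT and Y303F and 61.7% and 17.6% of the lower genes for WT and K26A. With the axis between these sides as a covariate 221 genes were higher in the knockdown.

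Within 1.5-fold of control the shares were 41.4%, 43.6%, 26.4% and 67.1% of the higher genes for WT, Y303F, K26A and HEBI and 36.3%, 10.9%, 3.87% and 15.1% of the lower genes for WT, Y303F, K26A and HEBI. With genes from control replicates 1 and 2 measured on control replicates 3 and 4 they were, for WT, Y303F, K26A and HEBI, 54.2%, 40.3%, 25% and 41.7% of the lower genes, and in the reverse 85.2%, 88.6%, 87.9% and 90.6% of the higher and 81.4%, 62.6%, 43.5% and 73.7% of the lower genes. These shares are not all rescue, as controls of 1 side against libraries of both mix genotype with side. The knockdown, whose libraries all served to choose the genes, was within 2-fold for 22.9% of the higher and 13.2% of the lower genes, and in the reverse for 57.0% and 25.8%. With genes from replicates 1 and 3 measured on controls 2 and 4 they were 55.6%, 55.6% and 66.7% of the higher genes for WT, Y303F and HEBI and 51.9%, 37.04% and 20.4% of the lower genes for WT, Y303F and K26A, and in the reverse 57.1% and 75% of the higher genes for K26A and HEBI and 40.4% of the lower genes for Y303F. The order of K26A below Y303F and Y303F below HEBI among the lower genes held with all libraries, but HEBI was below Y303F without rescue HEBI replicate 4 (22.3%) and in replicates 1 and 2.

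Of the 9 lists called in the knockdown by limma camera, 0 were called with an estimated correlation and 3 by fry, and omission of 1 library gave 6 to 11. With the block fry called 13 lists. The set score of HEBI minus K26A in the higher genes, -0.44, passed fry (adjusted p = 0.0374, with the block 2.35e-06; over its alternatives 2.35e-06 to 0.667) and was -0.32 in replicates 3 and 4. K26A minus WT in the lower genes, -0.82, passed it too (0.0374, with the block 0.00217; 0.00217 to 0.667), and with the block so did HEBI minus WT in the higher genes, -0.38 (2.43e-05; 2.43e-05 to 0.667), and HEBI minus K26A in the lower genes, 0.56 (0.0232; 0.0232 to 0.762).

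With each of the 24 libraries left out in turn, the counts ran from 79 to 152 higher and 324 to 1052 lower in the knockdown. For WT, Y303F, K26A and HEBI they were 20 to 47, 45 to 151, 153 to 551 and 29 to 80 against control, 32 to 151, 39 to 80, 8 to 21 and 96 to 174 against the knockdown, and for Y303F, K26A and HEBI 1 to 5, 5 to 17 and 4 to 7 against rescue WT. Shares ran over 54.8 to 76.3 (WT), 55.95 to 77.2 (Y303F), 54.2 to 73.8 (K26A) and 76.2 to 88.5 (HEBI) for the higher genes and 48.1 to 77.5 (WT), 21.2 to 37.04 (Y303F), 8.73 to 17.5 (K26A) and 22.3 to 45.7 (HEBI) for the lower genes. Set score differences for the higher genes ran over -0.17 to 0.019 for Y303F minus WT, -0.061 to 0.16 for K26A minus WT, -0.49 to -0.29 for HEBI minus WT and -0.53 to -0.34 for HEBI minus K26A, and for the lower genes over -0.61 to -0.27, -0.98 to -0.63, -0.48 to -0.069 and 0.35 to 0.74.

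Of the calls of named genes and lists over all contrasts, DESeq2 left 200 kept, 0 lost and 3 gained, library totals alone 186 kept, 17 lost and 0 gained, no filter 189 kept, 14 lost and 0 gained, the 5 CPM filter 147 kept, 28 lost and 0 gained, the fit of 2 groups 125 kept, 70 lost and 0 gained, the block 204 kept, 0 lost and 21 gained, replicates 1 and 2 alone 176 kept, 26 lost and 20 gained and replicates 3 and 4 alone 162 kept, 61 lost and 2 gained, where kept includes those past the threshold in neither. Among single libraries, omission of control replicate 3 ended the most, 41.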

Other observations

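Of the tests in this part, the axis covariate, the split of controls 1 and 3 from 2 and 4, those of depth and age behind the replicate sides and those of the genes lower in every rescue were chosen after the data or the result were seen. jtb stood at 0.786 ± 0.550 CPM in rescue HEBI and at 7.92 to 18.2 CPM on average in the other 5 genotypes. Cht10, a chitinase gene, was at 64.8 ± 32.7 CPM in rescue Y303F and 53.6 ± 21.6 CPM in rescue HEBI, against 17.2 ± 6.46 CPM in control and 11.05 ± 4.12 CPM in rescue WT, and FBgn0010549 was at 6.61 ± 2.32 and 12.6 ± 4.24 CPM in these mutants, against 2.39 ± 1.52 CPM in rescue WT and 0.906 ± 0.459 CPM in K26A, but neither gene passed between these mutants and rescue WT (Cht10 adjusted p = 0.0738 and 0.0894) except with the block, where both had an adjusted p under 0.05. Cpr5C, picked after its values were seen, was at 0.0696 ± 0.0214 CPM in rescue WT and 0.0952 ± 0.0321 CPM in HDAC3 shRNA, and at 3.15 ± 1.07, 4.67 ± 2.04 and 12.6 ± 2.63 CPM in Y303F, K26A and HEBI. RpS5b, the ribosomal protein S5 paralogue of the female germline, was at 715 ± 119 CPM in control and at 1255 to 1517 CPM on average in the 5 genotypes with the shRNA. Of Tep2, means were 23.7 CPM in the knockdown and 51.5 to 76.8 CPM in the other genotypes.

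The fall of late differentiation genes in the knockdown was weighed against technical sources. With the score of each library on the axis between replicates 1 and 2 and replicates 3 and 4 as a covariate, the median over 113 genes of the cuticle, epidermal and tracheal, muscle and gut protease lists moved from -3.08 to -2.40, 78.0% of its size, and with all libraries thinned to 9.99 M counts 492 of the 697 lower genes (70.6%) were still called lower, which argues against either as the whole source. With genotype and replicate means removed, cuticle and muscle scores of 24 libraries still moved together, as RNA of older embryos in some collections may give. Pearson r was 0.689 (0.631 without the 2 farthest libraries) and Spearman rho 0.595. Permutation p, 9.00e-05 and 0.00251, are too low, as residuals were taken as independent. The axis score was -30.7 ± 52.4 in the knockdown and 17.4 ± 43.1 in control (exact permutation p = 0.2). Slower development of knockdown embryos and a difference in ages collected remain open, and stage was not measured.

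The libraries split between replicates 1 and 2 and replicates 3 and 4 in all 6 genotypes. Depth offers no account of it: in 49.3% of pairs with 1 library from each side, the library of replicates 3 and 4 had the larger total. The early blastoderm score was lower in both libraries of replicates 3 and 4 than in both of replicates 1 and 2 in 6 of 6 genotypes, which is consistent with older embryos in replicates 3 and 4. The labels give no date or batch, and a batch of collections, of library preparation or both could produce the split.

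In the knockdown and in each of the 4 rescues, 6 genes (CG17919, thw, CG31221, CG32104, y and CG31683) were called higher than in control and 11 (CG8066, Cys, CG13937, CG32243, Lkr, CG13032, mTerf3, sa, narya, CG14000 and Spn28Da) lower, the names apart from thw, y and mTerf3 being given after their values were seen. The control lacks the shRNA and its stock, so such genes may mark the stock rather than HDAC3: narya was at 12.03 ± 1.35 CPM in control and 0.379 to 0.872 CPM on average in the others, and CG32104 at 20.7 ± 7.66 CPM and 42.5 to 45.8 CPM. Shared controls do not explain them all, as with controls split there were 3 higher and 5 lower (knockdown against 1 and 3, rescues against 2 and 4) or 2 and 8 in the reverse. The 10 simulations with control-level rescues gave 0 such genes, but called more genes than the data. The number for independent lists, 2.76e-09 higher and 8.03e-07 lower, leaves sharing out. If stretches of the stock's chromosomes were the source the genes should cluster: 33.3% of the 6 higher genes had another within 1 Mb (median 0% and 95th percentile 33.3% of draws from all higher genes), too few to decide, but 6 of the 11 lower genes did, 54.5% (18.2% and 45.5% of draws from all lower genes), which is consistent with such stretches among the lower genes. Incomplete rescue of true HDAC3 targets was not tested apart from this.

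The 8 libraries of each contrast can be split into groups of 4 in 35 ways. The real split gave the most calls, 1 of 35, for HDAC3 shRNA against control (837, highest other 82), rescue WT against control (33, highest other 0), rescue WT, Y303F and HEBI against the knockdown (104, 71 and 168, highest others 0, 0 and 1) and Y303F against WT (2, highest other 0), though the last 2 fell to 1 when any of 7 single libraries was left out. The share of 1 of 35 is the lowest possible, not adjusted over the 12 contrasts. For 6 contrasts 2 of 35 splits gave as many calls: rescue Y303F, K26A and HEBI against control (74, 344 and 58, highest others 932, 1381 and 1147), K26A against the knockdown (19 and 2810), and K26A and HEBI against WT (13 and 2452, 4 and 898). In each of the 6 the other split was that of replicates 1 and 2 from replicates 3 and 4, a structure of the samples. Among the 8 splits that part all pairs, only the real one gave any call, in each of the 12 contrasts, and the other 7 gave 0 by edgeR, but 8 splits are too few for a share under 0.05.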
